A study of Mus musculus with 24 samples.

How the data were processed

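Poly-A RNA of SIM-A9 cells, a mouse microglial cell line, was sequenced in 24 libraries. The 8 groups of 3 libraries were untreated control, LPS, (GT)6 SWCNT, COOH SWCNT, Fura-2, DiBASC2, Di-2-ANEPEQ and AAV. Per the labels' protocols, cells were kept for 2 h in 270 uL of serum-free medium, 30 uL of a concentrated sample was added, and RNA was taken 2 h later. RNA was enriched with poly-A beads, and libraries were made with a Kapa kit and unique dual indexes. Groups and replicate numbers came from the sample titles. The treatment label of the DiBASC2 libraries carries a different trailing number in each library, and the column names of the table spell the dye DiSBAC2. The title was used. The spelling of Di-2-ANEPEQ also varied between labels.

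The authors deposited one table of raw read counts per gene, with 54838 versioned Ensembl mouse gene identifiers and a column for each library. The values are whole numbers with a different sum in each library. The labels and the table header state no aligner, counting tool, strand setting, genome build or annotation release. All columns were matched to a sample by name, and none was left out. Gene symbols were taken from GENCODE M21 (build GRCm38). With the version suffix 53861 identifiers matched that annotation, without it 54723 matched, and 115 did not match. Positions printed are those of GENCODE M21 on GRCm38, which may differ from the build used for counting. Because strand use and the handling of reads with several matches are not stated, values of antisense genes, pseudogenes, genes that overlap others and genes carrying ribosomal RNA sequence are uncertain.

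Total counts ranged from 17364272 to 29259221 per library. The biological coefficient of variation was 4.12% across the tested genes. The 24 pairs of replicates differed by more than sampling noise, with a chi-square per degree of freedom from 2.46 to 19.4 over genes. This comparison is with sampling noise only, so it cannot tell separate cultures from separate preparations of one RNA. Every library was counted as a separate replicate. The sequencing index numbers in the labels run in consecutive blocks of 3 per group, so any effect of library order cannot be told apart from the group.

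Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its default settings, which left 13116 genes. Library sizes were scaled with TMM factors. One quasi-likelihood model (glmQLFit) with a mean per group was fitted to all 24 libraries, with 16 residual degrees of freedom, and 10 contrasts were tested with glmQLFTest, two-sided. These were each of the 7 treatments against control, each SWCNT group against LPS, and (GT)6 SWCNT against COOH SWCNT. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 within its contrast. All adjusted p-values of single genes come from edgeR's quasi-likelihood test with this adjustment. The standard error of a log2 fold change was its absolute value divided by the square root of the F statistic. This is too small for a large change against a group with very few counts. CPM are counts scaled to a common library size with the TMM factors (edgeR's cpm function), given as mean ± SD. A group was taken to be at the floor for a gene when none of its libraries held more than 3 counts, and a fold change against such a group is given as a lower bound.

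The 3 lists of genes were fixed together with the contrasts, the alternatives and the rule for named genes before the data were examined. They held 25 inflammatory, 20 interferon-response and 18 metal and oxidative stress genes. Of these, 24, 19 and 16 were tested. Each list was tested in each treatment with camera in limma 3.58.1 on voom values, two-sided, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the 21 tests. A further pair of lists, of short-lived transcripts and of ribosomal RNA genes, was written after the contrasts had been seen. The short-lived list is used only in the closing observations. The ribosomal RNA list is used there and for Lars2 in the results of (GT)6 SWCNT against COOH SWCNT. The named genes were, for each treatment against control and for the SWCNT groups against each other, the 2 highest and the 2 lowest log2 fold changes among called genes. They had to have a mean of at least 5 CPM over the 6 libraries and no overlap between the libraries of the 2 groups. Tnf, Il1b, Cxcl2, Nfkbia and Ptgs2 were named whatever their values.

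Similarity to LPS was measured as Pearson's r of log2 fold changes across the genes called in LPS with an absolute log2 fold change of at least 1. Contrasts against the same controls share the noise of those controls. Groups without any change were therefore simulated (100 draws for the similarity, 10 for overlaps). In each draw the control libraries were simulated anew, from the control mean and the dispersion of each gene. The deviations of the real control libraries are thus not in the simulated values. In the simulations genes varied independently of each other. The simulated ranges given for the similarity leave out the most extreme draws at each end.

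The alternatives were DESeq2 size factors, upper-quartile factors, no low-count filter, a mean of at least 50 counts, the replicate number as a block, a fit of only the 2 groups compared, the DESeq2 1.42.0 Wald test, fry (its directional p), camera with an estimated correlation, Spearman's coefficient, all tested genes, and leaving out each library in turn. After the data were seen, an alternative was added that removes each library's trend with gene length and GC content through offsets from natural splines with 5 degrees of freedom. Length and GC were known for 99.9% of the tested genes. The calling of genes, camera and the removal of trends were tested on simulated counts for the 13116 genes, with 200 genes changed to test the calls. Of the 79 genes changed 2-fold with a mean of at least 50 counts, 100% were called in the right direction, of all 100 such genes 84%, and of the 100 genes changed by 0.4 on the log2 scale 65%, and 8 unchanged genes were called. Figures were drawn with matplotlib.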

Results

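The transcript levels of SIM-A9 microglia were measured 2 h after exposure to probes used to record from or deliver genes to neurons, with LPS as a positive control for inflammation. LPS is bacterial lipopolysaccharide. The probes were single-walled carbon nanotubes (SWCNT) labelled (GT)6, a name used for a short DNA strand that wraps nanotubes, carboxylated SWCNT (COOH SWCNT), the calcium indicator Fura-2, the dyes DiBASC2 and Di-2-ANEPEQ, and AAV, an adeno-associated virus. Each group had 3 libraries. Total counts per library lay between 18176305 and 23155577 in control, 19101562 and 22416164 in LPS, 17364272 and 24895659 in (GT)6 SWCNT, and 19950689 and 26070623 in COOH SWCNT. They lay between 19805597 and 25778174 in Fura-2, 22680902 and 27593552 in DiBASC2, 23163898 and 29259221 in Di-2-ANEPEQ, and 26276385 and 28971379 in AAV. Replicates correlated at r from 0.992 to 0.995 across the log2 CPM of genes.

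The first principal component of log2 CPM held 33.7% of the variance and the second 8.95%. On the first, the LPS libraries averaged 45.4 ± 0.302 (SD, n = 3), (GT)6 SWCNT 14.2 ± 0.243 and COOH SWCNT 2.25 ± 1.11. Control averaged −9.62 ± 0.386, Fura-2 −10.6 ± 1.37, AAV −11.2 ± 0.610, Di-2-ANEPEQ −11.9 ± 2.83 and DiBASC2 −18.5 ± 1.51. The distances of Fura-2 and Di-2-ANEPEQ from control on this axis were within their own SD. On the second component, (GT)6 SWCNT averaged −20.2 ± 0.836 and LPS 12.8 ± 1.41.

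**Figure D1:**
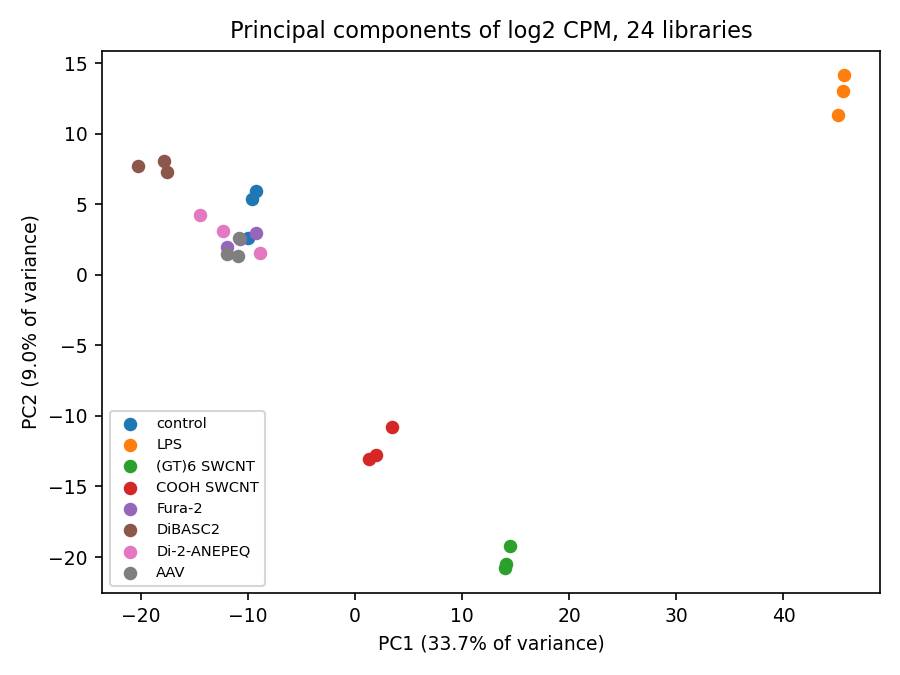
First and second principal components of log2 CPM, in arbitrary units, with a point for each of the 24 libraries, coloured by group. LPS averaged 45.4 on the first component and (GT)6 SWCNT 14.2, while control averaged −9.62.

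LPS against control asked how large the positive control response was. Of 13116 genes tested, 3717 (28.3%) were called, 1809 higher and 1908 lower, and 552 had an absolute log2 fold change of at least 1 (369 higher, 183 lower). The count moved most without control replicate 2, to 3131, and with each library's length and GC trend removed it was 4166. With upper-quartile factors 35.4% of the called genes were higher, against 48.7% with TMM factors. The highest named genes were Csf3 (ENSMUSG00000038067.2, chromosome 11, 98701263 to 98703629) and Il6 (ENSMUSG00000025746.11, chromosome 5, 30013114 to 30019981), both protein-coding. Csf3 was at 35.7 ± 2.73 CPM in LPS (SD, n = 3). No control library held more than 1 Csf3 count, so it was at least 217-fold higher (adjusted p 1.06e-26). Il6 rose from 0.201 ± 0.0270 CPM in control, where no library held more than 4 counts, to 39.99 ± 2.84 CPM, a log2 fold change of 7.62 ± 0.19 (SE; adjusted p 1.28e-28). That SE comes from the test statistic and is too small for a gene with so few control counts. The lowest were the protein-coding genes Cnr2 (ENSMUSG00000062585.11, chromosome 4, 135895394 to 135920207) and Rubcnl (ENSMUSG00000034959.8, chromosome 14, 75016027 to 75052532). Cnr2 fell from 18.5 ± 0.659 to 3.14 ± 0.236 CPM (log2 fold change −2.56 ± 0.09, adjusted p 1.21e-23) and Rubcnl from 9.95 ± 0.682 to 1.97 ± 0.276 CPM (−2.35 ± 0.13, adjusted p 8.85e-18).

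(GT)6 SWCNT against control gave 2680 called genes, 1298 higher and 1382 lower. Of these 199 had an absolute log2 fold change of at least 1, 165 higher and 34 lower. The highest named genes were Gdf15 (ENSMUSG00000038508.7, chromosome 8, 70629393 to 70632456) and Cxcl2 (ENSMUSG00000058427.10, chromosome 5, 90903871 to 90905938), both protein-coding. Gdf15 rose from 3.99 ± 0.549 to 30.9 ± 4.74 CPM (SD, n = 3), a log2 fold change of 2.98 ± 0.14 (adjusted p 1.96e-19). Cxcl2 rose from 13.0 ± 1.97 to 90.7 ± 5.53 CPM (2.81 ± 0.08, adjusted p 1.26e-24). Fam78a (ENSMUSG00000050592.8, protein-coding, chromosome 2, 32050055 to 32084857) fell from 10.9 ± 1.17 to 4.496 ± 1.01 CPM (−1.26 ± 0.15, adjusted p 1.42e-08). Fam78a shares exon positions with Gm16534 and Nup214, so its value is uncertain. Rubcnl fell to 4.54 ± 0.248 CPM (−1.13 ± 0.11, adjusted p 1.07e-10).

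COOH SWCNT against control gave 2627 called genes, 1232 higher and 1395 lower, and 135 had an absolute log2 fold change of at least 1 (119 higher, 16 lower). Without COOH SWCNT replicate 1, 925 genes were called lower. Of the 2627 genes, 71.5% stayed called with the length and GC trends removed. Apold1 (ENSMUSG00000090698.2, chromosome 6, 134981718 to 134986836) rose from 12.5 ± 0.905 to 39.7 ± 2.64 CPM (SD, n = 3), a log2 fold change of 1.67 ± 0.08 (adjusted p 3.21e-18). Egr3 (ENSMUSG00000033730.4, chromosome 14, 70077203 to 70082614) rose from 32.02 ± 2.42 to 93.5 ± 8.86 CPM (1.54 ± 0.07, adjusted p 3.12e-18). Both are protein-coding. The lowest named genes were Rab26os (ENSMUSG00000093565.1, chromosome 17, 24528248 to 24528744) and the protein-coding 1810022K09Rik (ENSMUSG00000078784.8, chromosome 3, 14606284 to 14611285). Rab26os is annotated as antisense, and its value is uncertain because strand use is not stated. It fell from 10.1 ± 1.79 to 5.54 ± 0.398 CPM (−0.86 ± 0.12, adjusted p 1.44e-06). 1810022K09Rik overlaps exons of E2f5 on the other strand and is uncertain too. It fell from 95.3 ± 7.69 to 52.5 ± 5.16 CPM (−0.86 ± 0.07, adjusted p 1.31e-11).

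**Figure D2:**
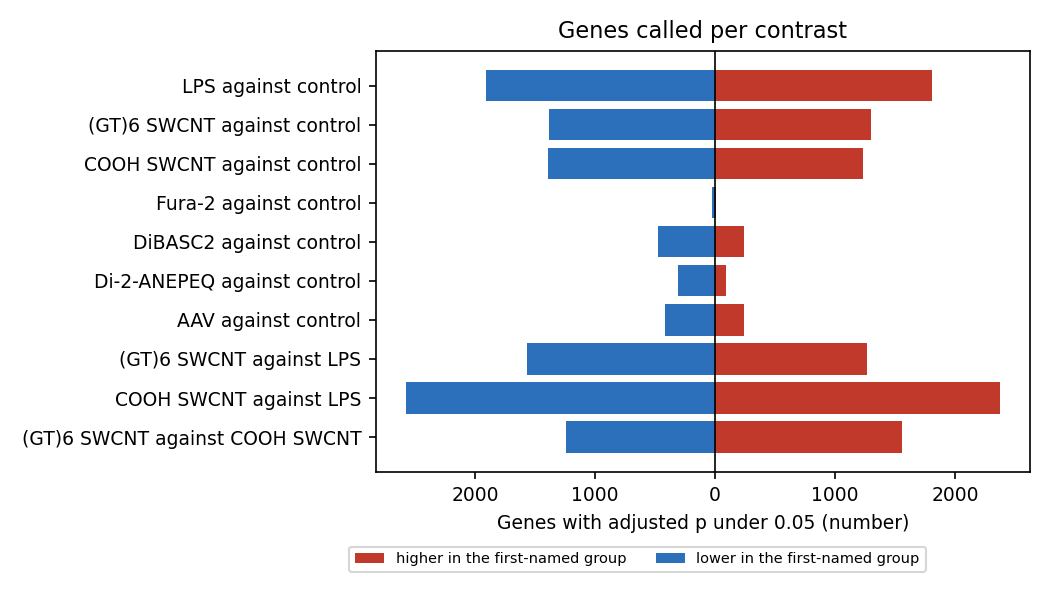
Number of genes with an adjusted p under 0.05 in each of the 10 contrasts, with bars to the right for genes higher and to the left for genes lower in the first-named group. LPS against control has 3717 called genes and Fura-2 against control 33.

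Fura-2 against control gave 33 called genes, 5 higher and 28 lower, with log2 fold changes from −0.52 to 0.48. With the length and GC trends removed, 62 were called, 18 higher and 44 lower. At an unadjusted p under 0.05 there were 1411 genes. The count depended on single libraries, with 0 genes called without control replicate 1 and 99 without Fura-2 replicate 1. Ddit4 (ENSMUSG00000020108.4, chromosome 10, 59949669 to 59951834) rose from 16.2 ± 1.84 to 22.6 ± 1.24 CPM (SD, n = 3), a log2 fold change of 0.48 ± 0.11 (adjusted p 0.0425). Tnfrsf14 (ENSMUSG00000042333.16, chromosome 4, 154921933 to 154928563) rose from 4.70 ± 0.353 to 6.57 ± 0.213 CPM (0.48 ± 0.11, adjusted p 0.0422). Gt(ROSA)26Sor (ENSMUSG00000086429.9, chromosome 6, 113067428 to 113077333), annotated as antisense and so uncertain, fell from 11.7 ± 0.722 to 8.18 ± 0.714 CPM (−0.52 ± 0.10, adjusted p 0.0162). Rpl22l1 (ENSMUSG00000039221.10, chromosome 3, 28805436 to 28807424) fell from 48.1 ± 5.76 to 33.7 ± 5.32 CPM (−0.51 ± 0.09, adjusted p 0.0162). Ddit4, Tnfrsf14 and Rpl22l1 are protein-coding, and Rpl22l1 overlaps the antisense gene Gm33051, which makes its value uncertain. Of the 6 fits that each left out one library, Ddit4 lost its call in 6 and Tnfrsf14 in 5 (adjusted p up to 0.243 for both), keeping it without control replicate 2. Gt(ROSA)26Sor and Rpl22l1 lost theirs in 4 fits (adjusted p up to 0.194), keeping it without control replicate 2 or Fura-2 replicate 1.

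DiBASC2 against control gave 717 called genes, 239 higher and 478 lower. Without control replicate 1 there were 345, with 89 higher and 256 lower. With upper-quartile factors 54.9% of the called genes were higher, against 33.3% with TMM factors. Bmf (ENSMUSG00000040093.15, chromosome 2, 118528757 to 118549687) rose from 4.26 ± 0.321 to 7.29 ± 0.364 CPM (SD, n = 3), a log2 fold change of 0.77 ± 0.15 (adjusted p 0.000976). Zfp398 (ENSMUSG00000062519.13, chromosome 6, 47835661 to 47873537) rose from 4.69 ± 0.796 to 7.69 ± 0.696 CPM (0.70 ± 0.16, adjusted p 0.00648), and without control replicate 3 its adjusted p was 0.0631. Cxcl2 fell from 13.0 ± 1.97 to 4.18 ± 0.663 CPM (−1.62 ± 0.13, adjusted p 1.73e-10). Ccl4 (ENSMUSG00000018930.3, chromosome 11, 83662584 to 83664683) fell from 53.0 ± 6.40 to 27.9 ± 0.331 CPM (−0.93 ± 0.10, adjusted p 4.95e-08). These genes are protein-coding.

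Di-2-ANEPEQ against control gave 404 called genes, 90 higher and 314 lower. The count moved by over 1.5 times in 4 of the 6 fits that each left out one library, and the lowest was 123 without control replicate 1, with 13 higher and 110 lower. Of the called genes 22.3% were higher, against 36.04% of 369 with the length and GC trends removed and 32.97% of 816 in the fit of only the 2 groups. Selenbp1 (ENSMUSG00000068874.13, chromosome 3, 94933056 to 94944758) rose from 18.02 ± 2.42 to 24.6 ± 1.51 CPM (SD, n = 3), a log2 fold change of 0.46 ± 0.13 (adjusted p 0.0359). Ccdc85b (ENSMUSG00000095098.1, listed under a later version in the annotation, chromosome 19, 5453180 to 5457894) rose from 8.95 ± 1.27 to 12.04 ± 1.09 CPM (0.43 ± 0.11, adjusted p 0.0270). Of the 6 fits that each left out one library, Selenbp1 lost its call in 5 (adjusted p up to 0.187), keeping it without control replicate 1. Ccdc85b lost its call in 4 (adjusted p up to 0.157), keeping it without control replicate 3 or Di-2-ANEPEQ replicate 1. Gt(ROSA)26Sor fell to 7.50 ± 0.498 CPM (−0.65 ± 0.10, adjusted p 0.00016) and Rgs1 (ENSMUSG00000026358.13, chromosome 1, 144242296 to 144249242) fell from 56.9 ± 3.69 to 36.9 ± 3.08 CPM (−0.62 ± 0.08, adjusted p 1.96e-05). Selenbp1, Ccdc85b and Rgs1 are protein-coding, and Ccdc85b overlaps exons of Fosl1 on the other strand, which makes its value uncertain.

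AAV against control gave 656 called genes, 241 higher and 415 lower. The count moved by over 1.5 times in 4 of the 6 fits that each left out one library, and the lowest was 164 without control replicate 3, with 44 higher and 120 lower. With upper-quartile factors 26.3% of the called genes were higher, against 36.7% with TMM factors. The share was 48.01% of 931 with the length and GC trends removed and 48.06% of 878 with the DESeq2 test. Zbtb4 (ENSMUSG00000018750.14, chromosome 11, 69765912 to 69784023) rose from 7.83 ± 0.334 to 10.6 ± 0.174 CPM (SD, n = 3), a log2 fold change of 0.44 ± 0.09 (adjusted p 0.00494). Zc3h11a (ENSMUSG00000102976.6, chromosome 1, 133619862 to 133661380) rose from 5.70 ± 0.417 to 7.69 ± 0.229 CPM (0.43 ± 0.12, adjusted p 0.0350). It lost its call in each of the 6 fits that left out one library, at an adjusted p up to 0.140 without control replicate 1. Rpl31-ps8 (ENSMUSG00000067870.5, chromosome 15, 90764279 to 90764656) is a processed pseudogene with reads that can match its parent gene, so its value is uncertain. It fell from 8.66 ± 1.25 to 4.72 ± 0.341 CPM (−0.87 ± 0.15, adjusted p 0.000412). S100a4 (ENSMUSG00000001020.8, chromosome 3, 90603771 to 90606045) fell from 11.6 ± 1.20 to 6.70 ± 0.734 CPM (−0.79 ± 0.13, adjusted p 0.000323). Zbtb4, Zc3h11a and S100a4 are protein-coding. Zc3h11a shares exons with Zbed6 and S100a4 with Gm42674, so both values are uncertain.

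The 5 inflammatory genes named whatever their values lie at chromosome 17, 35199381 to 35202007 (Tnf, ENSMUSG00000024401.14), chromosome 2, 129364570 to 129371139 (Il1b, ENSMUSG00000027398.13), chromosome 12, 55489410 to 55492647 (Nfkbia, ENSMUSG00000021025.8), and chromosome 1, 150100031 to 150108227 (Ptgs2, ENSMUSG00000032487.8), with Cxcl2 as given above. All are protein-coding, and Il1b overlaps the antisense gene Il1bos, whose reads could be included if strand was not used. Tnf was at 35.6 ± 1.26 CPM in control (SD, n = 3), 1144 ± 53.8 in LPS, 92.3 ± 0.442 in (GT)6 SWCNT and 68.3 ± 3.55 in COOH SWCNT. Il1b was at 9.12 ± 0.869, 443 ± 37.4, 47.5 ± 3.70 and 26.5 ± 2.32 CPM in the same groups. Cxcl2 reached 1175 ± 83.1 CPM in LPS and 36.04 ± 0.767 in COOH SWCNT. Nfkbia was at 113 ± 2.71, 731 ± 42.5, 169 ± 7.36 and 138 ± 5.96 CPM, and Ptgs2 at 40.5 ± 2.30, 1209 ± 31.5, 133 ± 1.67 and 84.4 ± 6.05 CPM. All 5 were called higher in these 3 treatments, the weakest being Nfkbia in COOH SWCNT (log2 fold change 0.29 ± 0.05, adjusted p 1.59e-05). In DiBASC2 all 5 were called lower, at 23.2 ± 0.735 CPM for Tnf (−0.62 ± 0.06, adjusted p 2.74e-09), 5.76 ± 0.346 for Il1b (−0.67 ± 0.11, adjusted p 0.000192), 83.0 ± 7.20 for Nfkbia (−0.44 ± 0.05, adjusted p 7.05e-08) and 25.02 ± 0.594 for Ptgs2 (−0.69 ± 0.06, adjusted p 1.1e-09). In Fura-2 the smallest adjusted p of the 5 was 0.709 (Ptgs2). In AAV it was 0.155 (Nfkbia, log2 fold change 0.11 ± 0.05), and with the length and GC trends removed Nfkbia was called higher there (0.17). In Di-2-ANEPEQ, Cxcl2 was called lower at 9.65 ± 1.76 CPM (−0.40 ± 0.11, adjusted p 0.0335), and it lost its call in 4 of the 6 fits that each left out one library, at an adjusted p up to 0.297 without control replicate 1.

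**Figure D3:**
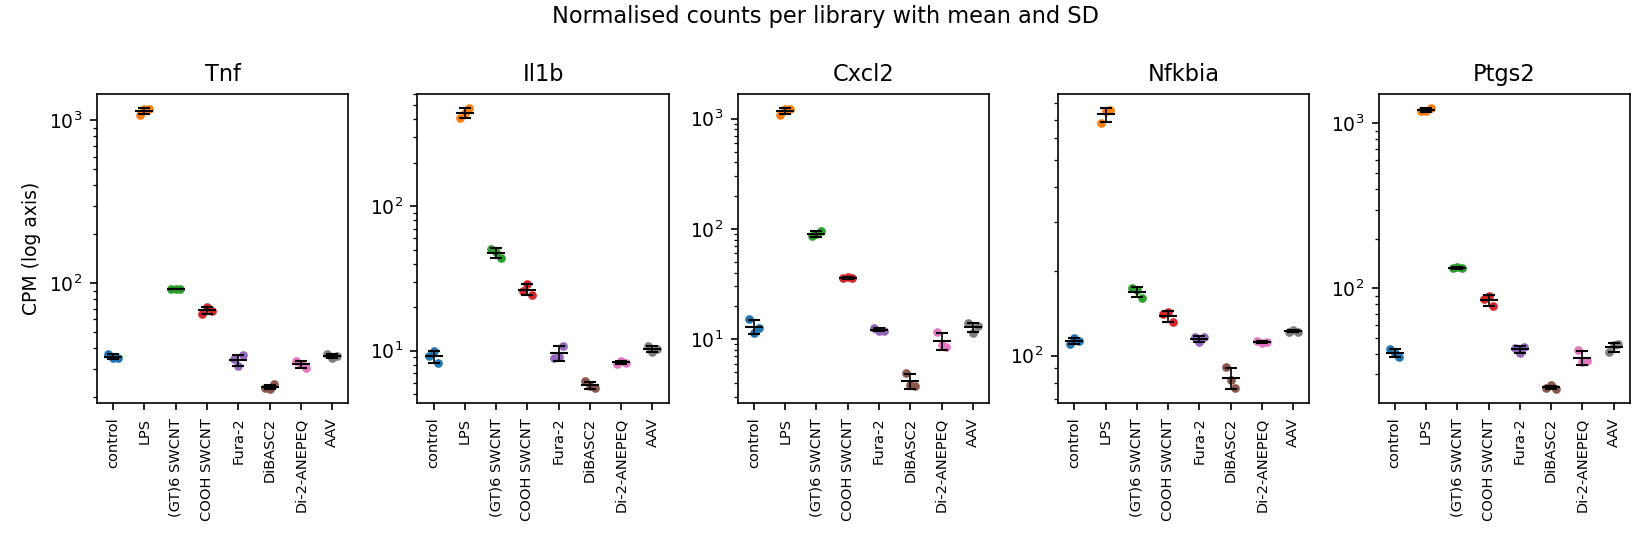
CPM of Tnf, Il1b, Cxcl2, Nfkbia and Ptgs2 on log axes in the 8 groups, with a point per library and black marks for the mean and SD of 3 libraries. Tnf rose from 35.6 CPM in control to 1144 in LPS and fell to 23.2 in DiBASC2.

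The inflammatory list, of which 24 genes were tested, had a median log2 fold change of 3.33 in LPS (camera adjusted p 4.92e-67), 1.39 in (GT)6 SWCNT (6.68e-34), 0.74 in COOH SWCNT (2e-28) and −0.40 in DiBASC2 (2.77e-24). With the 1 gene at the floor in control set to its bound, the LPS median was 2.98. In LPS all 24 genes were called over all genes tested and adjusted over the list alone. In (GT)6 SWCNT 19 genes were called higher by both adjustments. In COOH SWCNT 18 were called higher over all genes and 22 adjusted over the list alone. In DiBASC2 17 were called lower by both. These 4 list calls held under fry and under camera with an estimated correlation, with the largest adjusted p at 0.00057 for DiBASC2. The called list that moved most was that of (GT)6 SWCNT, with a median of 1.03 without (GT)6 SWCNT replicate 1. The list was not called in Fura-2 (median 0.05, adjusted p 0.486), Di-2-ANEPEQ (−0.02, adjusted p 0.119) or AAV (0.11, adjusted p 0.119). Without Di-2-ANEPEQ replicate 1 it was called in Di-2-ANEPEQ (−0.09, adjusted p 0.0129). In Fura-2, 0 genes of the list were called and 3 had an unadjusted p under 0.05. In Di-2-ANEPEQ 3 were called lower over all genes and 6 adjusted over the list alone, and 1 was called over all genes without control replicate 1 or 3 or Di-2-ANEPEQ replicate 2, and adjusted over the list alone 2 were without control replicate 2 or Di-2-ANEPEQ replicate 3. In AAV 1 was called by both adjustments and 0 without AAV replicate 2 or 3 or control replicate 3, where 7 genes had an unadjusted p under 0.05 with all libraries.

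With all libraries, neither of the other lists was called in any treatment by camera, with unadjusted p 0.0379 for the interferon list in LPS and 0.0201 for the metal and oxidative stress list in AAV as the smallest. The median log2 fold changes of the interferon list (19 genes tested) ranged from −0.13 to 0.16 and those of the metal and oxidative stress list (16 genes tested) from −0.05 to 0.05. Without LPS replicate 1 the interferon list was called in LPS (0.25, adjusted p 0.0440). The metal and oxidative stress list was called without control replicate 1 in Di-2-ANEPEQ (0.07, adjusted p 0.0385) and AAV (0.06, adjusted p 0.00725), and without AAV replicate 1 in AAV (0.05, adjusted p 0.0252). Under fry, both lists passed in LPS (adjusted p 0.00379 and 0.000159), where members went both ways. In LPS 11 interferon genes were called over all genes, 7 higher and 4 lower, and 12 adjusted over the list alone. Of the metal and oxidative stress genes 8 were called in LPS, 5 higher and 3 lower, and 11 adjusted over the list alone.

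The SWCNT groups were compared with LPS directly to place their response beside the positive control. (GT)6 SWCNT against LPS gave 2829 called genes, 1263 higher and 1566 lower, 354 of them with an absolute log2 fold change of at least 1. COOH SWCNT against LPS gave 4954, 2374 higher and 2580 lower, 450 of them with an absolute log2 fold change of at least 1. With the length and GC trends removed, 75.8% of the 4954 genes stayed called, against 93.2% of the 2829 genes of (GT)6 SWCNT. With upper-quartile factors the share of called genes that were higher was 57.5% against 44.6% for (GT)6 SWCNT, and 62.5% against 47.9% for COOH SWCNT. Of the 24 inflammatory genes, 23 were called lower and 1 higher in (GT)6 SWCNT than in LPS, and 24 were called lower in COOH SWCNT. Adjusted over the list alone, 24 differed in each contrast.

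Across the 552 genes called in LPS with an absolute log2 fold change of at least 1, the fold changes of (GT)6 SWCNT followed those of LPS with r = 0.715 and a slope of 33.7%, where simulated unchanged groups gave r from −0.0315 to 0.229. For COOH SWCNT r was 0.563 and the slope 22.8%, against simulated r from −0.0285 to 0.227. Among these genes 305 were called in the LPS direction and 8 in the opposite direction in (GT)6 SWCNT, and 241 and 6 in COOH SWCNT. Genes are not independent replicates, so no p is given. For DiBASC2 r was −0.215 and the slope −5.42%, against simulated r from −0.0523 to 0.203, with 3 genes called in the LPS direction and 125 opposite. Restricting to genes with a mean of at least 50 counts moved that r most, to −0.623, and without control replicate 3 it was −0.0177, inside the simulated range. By r, Fura-2 (r = 0.176, simulated up to 0.198) and AAV (0.136, simulated up to 0.197) lay inside the range of unchanged groups. Without control replicate 3 these were 0.299 and 0.294, and without Fura-2 replicate 1 and AAV replicate 1 they were 0.0747 and 0.0773. Di-2-ANEPEQ (0.232) lay above its simulated range, which ended at 0.207, but gave 0.101 without its replicate 1 and 0.373 without control replicate 3. That range leaves out the most extreme draws, so it does not show whether an unchanged draw reached 0.232. As a fraction of the LPS fold change, the slope of Fura-2 was 0.0444, above its simulated range, which ended at 0.0397. The slope of Di-2-ANEPEQ was 0.0397 (simulated up to 0.0392) and that of AAV 0.0213 (simulated up to 0.0331). Of the 552 genes, 14 were called in Di-2-ANEPEQ, 4 in the LPS direction and 10 in the opposite direction.

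**Figure D4:**
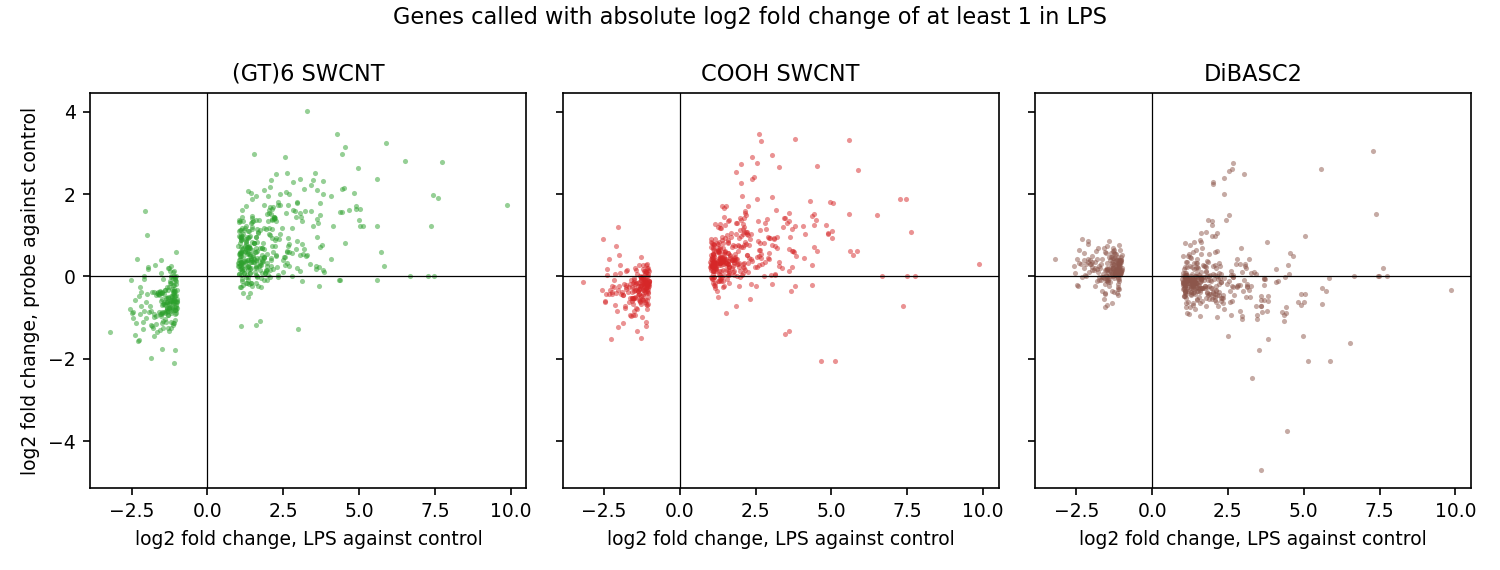
Log2 fold changes against control of 552 genes in LPS (horizontal) and in (GT)6 SWCNT, COOH SWCNT and DiBASC2 (vertical), with a point per gene. Pearson's r was 0.715, 0.563 and −0.215.

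The SWCNT groups shared 1148 called genes against control, and 98.4% of these changed in the same direction. Simulated unchanged groups had at most 1 called gene each, so they give no measure for this overlap. Of the genes called in (GT)6 SWCNT, 88.7% had the same sign in COOH SWCNT, where simulated groups gave 60.6% to 63.9%. LPS and DiBASC2 shared 460 called genes, of which 7.61% changed in the same direction, and (GT)6 SWCNT and DiBASC2 shared 438, of which 8.68% did. COOH SWCNT and DiBASC2 shared 352, of which 30.4% did.

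(GT)6 SWCNT against COOH SWCNT asked whether the SWCNT preparations differed. It gave 2801 called genes, 1557 higher and 1244 lower in (GT)6 SWCNT, 71 with an absolute log2 fold change of at least 1. Without COOH SWCNT replicate 1, 787 were called lower and 47 had an absolute log2 fold change of at least 1. With upper-quartile factors 44.4% of the called genes were higher, against 55.6% with TMM factors, and 68.8% of the called genes stayed called with the length and GC trends removed. Of the inflammatory genes 13 were higher and 1 lower, and 15 differed adjusted over the list alone. Gdf15 was at 30.9 ± 4.74 CPM in (GT)6 SWCNT and 11.4 ± 0.511 in COOH SWCNT (SD, n = 3), a log2 fold change of 1.45 ± 0.11 (adjusted p 5.78e-12), and Cxcl2 differed by 1.33 ± 0.07 (adjusted p 3.01e-16). The lowest named genes were Gm24187 (ENSMUSG00000088609.1, annotated as a miRNA, chromosome 13, 9834469 to 9834525) and the protein-coding Lars2 (ENSMUSG00000035202.8, chromosome 9, 123366927 to 123462666). Gm24187 was at 30.2 ± 19.0 and 62.3 ± 8.47 CPM (−1.11 ± 0.31, adjusted p 0.00931) and Lars2 at 819 ± 533 and 1647 ± 244 CPM (−1.01 ± 0.32, adjusted p 0.0221). Their SDs in (GT)6 SWCNT were large because replicate 3 was close to the COOH SWCNT libraries. Both lost their call without (GT)6 SWCNT replicate 1 or 2 or COOH SWCNT replicate 1, at adjusted p up to 0.103 and 0.167. Lars2 followed the summed counts of ribosomal RNA genes within groups over 24 libraries, with Pearson's r = 0.972 (permutation p 5e-05) and Spearman's rho = 0.967 (permutation p 9e-05). The list of ribosomal RNA genes was written after the contrasts had been seen, so this is not one of the planned tests. Without the 2 libraries farthest from the median, r was 0.968. The same relation was not computed for Gm24187, and both values are uncertain.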

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

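The counts of called genes stayed within 1.5 times their value under each alternative other than leaving out a library in LPS, both SWCNT groups, DiBASC2, AAV and the 3 contrasts between treatments. The Fura-2 count of 33 became 188 without the low-count filter, 62 with the length and GC trends removed, 86 with the DESeq2 test and 90 in the fit of only the 2 groups. The Di-2-ANEPEQ count of 404 became 816 in the fit of only the 2 groups. The cause was not tested.

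Across the 6 fits that each left out one library, the Fura-2 count ran from 0 (without control replicate 1) to 99 (without Fura-2 replicate 1), DiBASC2 from 345 (without control replicate 1) to 563, Di-2-ANEPEQ from 123 (without control replicate 1) to 420, and AAV from 164 (without control replicate 3) to 776 (without AAV replicate 1). All 4 rest on the same 3 control libraries. The simulated data gave at most 2 calls in unchanged groups. In them 65% of genes changed by 0.4 on the log2 scale were called, and 100% of genes changed 2-fold with a mean of at least 50 counts against 84% of all genes changed 2-fold, so depth limits the calls of genes with low counts.

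The 4 called inflammatory lists kept direction and call under DESeq2 size factors, upper-quartile factors, no low-count filter, the replicate block, removal of the trends, fry, an estimated correlation and leaving out each library. The other alternatives were not run for lists. The interferon list in LPS passed without the low-count filter (median 0.12) and under fry (0.16), and the metal and oxidative stress list in LPS under fry (−0.049). The inflammatory list passed with the length and GC trends removed in Fura-2 (0.062) and AAV (0.11), and without the low-count filter in AAV (0.11). The metal and oxidative stress list passed with the trends removed in Di-2-ANEPEQ (0.067) and AAV (0.078), and without the filter in AAV (0.042). Medians near 0 changed sign for the interferon list in (GT)6 SWCNT under DESeq2 size factors (0.00296) and in DiBASC2 under upper-quartile factors (0.026) and the replicate block (0.000366), and for the metal and oxidative stress list in DiBASC2 under upper-quartile factors (0.0115) and with the trends removed (0.00351). The cause was not tested.

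Leaving out one library moved lists that were not called, and 4 of these passed in 1 or 2 fits: interferon in LPS (without LPS replicate 1), inflammatory in Di-2-ANEPEQ (without its replicate 1), and metal and oxidative stress in Di-2-ANEPEQ (without control replicate 1) and in AAV (without control replicate 1 or AAV replicate 1). The interferon median ran from 0.084 (without LPS replicate 3) to 0.25 (without LPS replicate 1) in LPS, −0.021 (without Fura-2 replicate 3) to 0.08996 in Fura-2, and −0.053 (without DiBASC2 replicate 3) to 0.074 (without replicate 1) in DiBASC2. It ran from −0.096 (without (GT)6 SWCNT replicate 3) to −0.026 in (GT)6 SWCNT and −0.12 to −0.0039 (without control replicate 1) in COOH SWCNT. It ran from 0.028 to 0.096 (without Di-2-ANEPEQ replicate 1) in Di-2-ANEPEQ and 0.033 (without AAV replicate 2) to 0.13 in AAV. The metal and oxidative stress median ran from −0.082 to 0.026 (without LPS replicate 1) in LPS, −0.0301 to 0.013 (without control replicate 1) in (GT)6 SWCNT, −0.00801 (without COOH SWCNT replicate 2) to 0.0399 in COOH SWCNT, −0.021 (without Fura-2 replicate 1) to 0.02005 in Fura-2, −0.029 to 0.00402 (without control replicate 1) in DiBASC2, 0.00139 (without Di-2-ANEPEQ replicate 1) to 0.067 in Di-2-ANEPEQ and 0.026 to 0.057 in AAV. The inflammatory median ran from −0.00558 (without Fura-2 replicate 1) to 0.073 in Fura-2 and −0.087 (without Di-2-ANEPEQ replicate 1) to −0.0056 in Di-2-ANEPEQ. In AAV it ran from 0.064 (without AAV replicate 3) to 0.10.

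The similarity to LPS across genes depended on the genes used. It was 0.587 over all tested genes and 0.762 over genes with a mean of at least 50 counts in (GT)6 SWCNT, 0.452, 0.708 and 0.656 (Spearman) in COOH SWCNT, and −0.0419, −0.623 and −0.344 (Spearman) in DiBASC2. It was 0.00272 over genes with a mean of at least 50 counts in Di-2-ANEPEQ. In AAV it was 0.0548 over those genes, 0.229 (Spearman) and 0.154 with the trends removed. Over 9 fits that each left out one library it ran from 0.659 to 0.746 in (GT)6 SWCNT, 0.4999 to 0.619 in COOH SWCNT, 0.0747 to 0.299 in Fura-2, −0.277 to −0.0177 in DiBASC2 and 0.0773 to 0.294 in AAV.

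Of 65 results for named genes, 17 changed under at least 1 alternative: 11 lost their call, 1 gained one and 5 changed sign. Apart from leaving out a library, calls were lost under the DESeq2 test (4), the replicate block (2), the fit of only the 2 groups (1) and removal of the trends (1). The sign changes were in genes without a call. With the trends removed Nfkbia in Di-2-ANEPEQ was 0.034 and Cxcl2 in AAV 0.036. Leaving out one library, Il1b in Fura-2 ran from −0.035 to 0.15, Cxcl2 in Fura-2 from −0.18 to 0.0402, Nfkbia in Di-2-ANEPEQ from −0.033 to 0.00239, Tnf in AAV from −0.012 to 0.041 and Cxcl2 in AAV from −0.11 to 0.11.

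The replicate numbers showed no shared deviation on average, which cannot show that samples with equal numbers were handled apart. Libraries with the same number deviated from their group means with a mean r of −0.00927, those with different numbers 0.00469, and 0 of the contrasts had every pair above 0.1. With the replicate number as a block, the counts of called genes were 3683 in LPS, 2631 in (GT)6 SWCNT, 2548 in COOH SWCNT, 22 in Fura-2, 694 in DiBASC2, 396 in Di-2-ANEPEQ and 580 in AAV.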

Other observations

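Of the tests below, those of the length and GC trends on counts of called genes and on the inflammatory list, the simulated range for correlated fold changes and the comparisons of the SWCNT groups with LPS were chosen after the result was seen. The rule for reading the simulated range and the short-lived list was loosened after their values were seen, from excluding an explanation to leaving it open.

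With 3 libraries against 3 there are 10 splits, so no share of splits can fall under 0.1 and chance cannot be excluded by regrouping alone. For the numbers of called genes in each of the 10 contrasts, only 1 of the 10 splits, the real one, gave as many genes, and the other splits gave at most 1 gene. For the inflammatory list, 1 of the 10 splits gave a camera p as small in LPS, (GT)6 SWCNT, COOH SWCNT, DiBASC2 and AAV, 4 did in Di-2-ANEPEQ and 6 in Fura-2. For the interferon list it was 4 of 10 in LPS, (GT)6 SWCNT and COOH SWCNT, 6 in Fura-2, 7 in Di-2-ANEPEQ and AAV, and 9 in DiBASC2. For the metal and oxidative stress list it was 3 of 10 in AAV, 5 in LPS and Di-2-ANEPEQ, 9 in (GT)6 SWCNT and Fura-2, and 10 in COOH SWCNT and DiBASC2.

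Lars2 and Gm24187 were the lowest named genes of (GT)6 SWCNT against COOH SWCNT, with a wide spread in (GT)6 SWCNT. Carry-over of ribosomal RNA, which differs between libraries, is a candidate explanation. The summed share of 5 ribosomal RNA genes (Gm42418, Gm26917, Gm26870, mt-Rnr1 and mt-Rnr2), most of it Gm42418, was 6102, 7392 and 14811 CPM (without TMM scaling) in the 3 (GT)6 SWCNT libraries and 16717, 15891 and 15408 in the COOH SWCNT libraries. Across the 24 libraries, as deviations from the group means, Lars2 followed this share with Pearson's r = 0.972 (permutation p 5e-05) and Spearman's rho = 0.967 (permutation p 9e-05), in the only relation of this kind computed. Without the 2 libraries farthest from the median of the share, r was 0.968. The relation rests on libraries within groups, so it does not show why COOH SWCNT libraries had the higher share, and a change of Lars2 itself in addition was not tested. The relation was not computed for Gm24187, whose values in the 3 (GT)6 SWCNT libraries were 17.1, 20.6 and 51.1 CPM without TMM scaling.

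The fold changes of Fura-2, Di-2-ANEPEQ and AAV against control ran together across 10342 genes with a mean of at least 50 counts, with r from 0.641 to 0.714. Genes are not independent replicates. Removing the length and GC trends left the lowest of these at 0.631, which argues against those trends as the whole cause. Simulated unchanged groups that shared simulated controls gave 0.479 to 0.578, and the lowest observed r was 0.641. But the real control libraries were not used there, simulated genes vary independently, and real control noise may spread wider. With each group set against a different control library, the mean r was 0.282 over 18 pairings (0.170 to 0.388), and with the same control library it was 0.783. This lies between the values set in advance for noise of the control libraries (below 0.1) and for a shared change (above 0.3). The pattern was not limited to the 3 probes. Across the same genes their fold changes gave r from 0.429 to 0.470 with COOH SWCNT and 0.318 to 0.439 with DiBASC2. With (GT)6 SWCNT r was 0.126 to 0.219 and with LPS −0.0054 to 0.0700, and COOH SWCNT with DiBASC2 gave −0.0121. Noise in the controls, an effect of library order, and a real response common to the 3 probes cannot be told apart.

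The genes called lower in these 3 probes and in COOH SWCNT were shorter than the tested genes. The median exon length was 2780 bases in Fura-2, 2895 in Di-2-ANEPEQ, 2859 in AAV and 2984 in COOH SWCNT, against 4526 among tested genes with a mean of at least 50 counts. A length and GC bias of single libraries could produce such calls. With the trends removed, 30 of the 33 genes called in Fura-2 stayed called, 240 of 404 in Di-2-ANEPEQ, 559 of 656 in AAV, 1878 of 2627 in COOH SWCNT and 645 of 717 in DiBASC2. This argues against the trends as the whole cause in each, while the shares that stayed were lowest in Di-2-ANEPEQ (59.4%) and COOH SWCNT (71.5%), so the trends remain a possible source of part of those calls. The removal would also take away a real response that follows length.

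The inflammatory list fell in DiBASC2 against control. Removing the length and GC trends left its median at −0.38, which argues against those trends. Raised controls would leave no difference against another group, but against Fura-2 the median was −0.43, with 17 of 24 genes called lower, and against Di-2-ANEPEQ and AAV it was −0.34 and −0.55. A general fall of short-lived transcripts is a possible explanation. Of 23 tested genes on a list of such transcripts, 10 were called lower and 1 higher against control, with a median of −0.089 and a camera p of 2.32e-06. The list fell, but by less than the inflammatory one, and several of its members also respond to inflammatory signals, so this explanation cannot be told apart from a specific one. Library order also stays open.

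The SWCNT response resembled that of LPS in part. Suppose the SWCNT acted only as a weaker LPS-like stimulus with the same time course, and each gene followed its strength in 1 direction. Raised genes would then not exceed their level in LPS. Of 165 genes raised at least 2-fold in (GT)6 SWCNT, 50 (30.3%) were called higher than in LPS, and 17 of 119 (14.3%) in COOH SWCNT. Egr3, chosen after its values were seen, was at 32.02 ± 2.42 CPM in control (SD, n = 3), 35.9 ± 2.33 in LPS, 113 ± 5.54 in (GT)6 SWCNT and 93.5 ± 8.86 in COOH SWCNT. This argues against such a stimulus as the whole cause only if genes follow its strength in that way, which a single dose of LPS cannot show. A gene raised by a weak stimulus and not by a strong one would look the same. Of the 165 genes 5 were called lower in LPS than in control, and 1 of the 119. The genes were also chosen for being high in the SWCNT libraries that were then compared with LPS. For the genes raised in both, the fold changes followed those of LPS with r = 0.545 across 211 genes in (GT)6 SWCNT and r = 0.464 across 197 in COOH SWCNT. These genes were chosen for rising in both and the fold changes share the control libraries, so the correlations decide nothing. For these, traces of endotoxin, a slower response and a response to the nanotubes themselves cannot be told apart, since each could raise the same genes and the design holds one dose and one time.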
